A study of Mus musculus with 4 samples.

How the data were processed

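The deposited file was 1 merged table of whole UMI counts made by the authors, with 30268 genes in 24849 cells, and every value was a non-negative whole number. Each cell name carried the stage and genotype, which gave 4 libraries, 1 per genotype and stage, and 0 columns were left unused. Drop-seq captures single cells with barcoded beads in droplets and reads a short tag near the 3' end of each transcript. Per the labels, cells were lysed in droplets and libraries were made with Illumina Nextera XT. Per the submitters' processing notes, reads were aligned to mm10 with STAR and handled with Picard. Versions of these tools, the gene models, the number of embryos per library, the sex of the embryos, the tamoxifen schedule and any sorting were not given in the sources used here, so differences between libraries in these stay open. The design text of the series gives day 13.4 where the sample labels give E13.5, and the sample labels were used.

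Per the labels, controls were Wt1 CreERT2/+; Rosa26mTmG/+ and knockouts were Wt1 CreERT2/+; Lats1/2 F/F; Rosa26mTmG/+, named Lats1/2 CKO (conditional knockout) here. CreERT2 is a Cre recombinase that acts after tamoxifen, and here its gene sits at the Wt1 locus. mTmG is a reporter that makes membrane tdTomato before recombination and membrane EGFP after it. The 3 transgene transcripts Egfp, Tdtomato and Creert2 were in the table.

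The deposited table held cells with at least 500 genes at E13.5 and at least 300 at E14.5. Cells were kept with at least 500 UMIs, at least 300 genes and at most 20.0% mitochondrial UMIs, which removed 21, 8, 1536 and 1799 cells from control E13.5, Lats1/2 CKO E13.5, control E14.5 and Lats1/2 CKO E14.5, doublet calls included. Scrublet in scanpy, run per library with 5.00% expected doublets, marked 7, 0, 1 and 2 cells, and these were removed. A call rate this low left open whether the caller separated doublets, which was not tested. An alternative without the 5.00% of cells with the highest scores was therefore added. Counts were scaled to 10000 per cell and log transformed. The 4 libraries were clustered jointly without batch adjustment on 2172 variable genes, 30 principal components, 15 neighbours and Leiden clustering (flavor igraph) at resolution 1.0, with 0.5 and 2.0 as alternatives. Cell cycle, haemoglobin, mitochondrial, Xist and Y-linked genes and the 3 transgenes were left out of the clustering.

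Clusters were named from fixed marker lists for cardiomyocyte, epicardial, fibroblast, valve mesenchyme, mural, endothelial, endocardial, erythroid, macrophage, megakaryocyte, neural and glial, other epithelium and hepatocyte cells. A name needed at least 3 markers with a log2 excess of at least 0.5 over the other cells (10 CPM added to both sides), and the 10 leading genes of at least 50 CPM were looked at. These thresholds were set after the clusters were seen. Classes are written with "-like" because the names rest on transcripts alone. Epicardial-like and fibroblast-like cells together form the pooled class, the class fixed for the knockout comparison because Wt1 is or was active in these lineages. Other classes were compared where each library held at least 50 cells.

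Counts were summed over the cells of a class in each library (pseudobulk). CPM values, counts scaled to a common total of UMIs, used the library total of the class, and log2 ratios used a prior of 0.5 count. Exact conditional binomial intervals at 95% were given for ratios and Clopper-Pearson intervals for shares. Both cover counting error only, because each genotype and stage had 1 library. A ratio against 0 counts is given as a lower bound, with 3 counts set as the floor. The share of cells with a UMI was taken after each cell was thinned to 500 UMIs.

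The replicated test was an edgeR quasi-likelihood fit with genotype and stage as additive factors over the 4 libraries of a class, with TMM scaling, filterByExpr and Benjamini-Hochberg adjustment at 0.05. It left 1 residual degree of freedom, the difference of the genotype effect between the 2 stages, and edgeR drew the dispersion of each gene towards a value fitted over all genes, so genes with unlike values at the 2 stages could also pass. The standard error (SE) printed beside an edgeR log2 value is the absolute value over the square root of F. In simulated counts on the same design, 4-fold changes were recovered for 95.0% of genes at dispersion 0.01 and 84.5% at 0.05, and 2-fold changes for 54.5% and 1.00%. Each simulation set a single dispersion for the genes, so recovery in the real libraries could be lower. The common dispersion of the pooled class was 0.0568.

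Fixed gene lists covered YAP target genes, Hippo pathway components, retinoid metabolism, epicardial genes, fibroblast genes, interstitial matrix, basement membrane, epithelial-mesenchymal transition, TGF-beta signalling, actin, S phase, G2 and M phase, dissociation-induced early genes, glycolysis and hypoxia, and IGF and other growth factors. For each list the median log2 ratio was placed among 10000 random lists of equal size matched on expression in 20 bins, and this percentile describes these libraries only. In simulated data for E13.5, lists of 20 unchanged genes passed the upper 97.5 percentile in 0% of draws. That does not cover lists whose members shift together for reasons other than genotype. Of the symbols chosen, Ccn2 and Ccn1 appear in the table under the older names Ctgf and Cyr61, and Cyp26c1, Lgals2, Foxd3, Foxa2, Serpina1a and Fgb were not used here.

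The genes named in the pooled class were the 12 largest upward and 12 largest downward, ranked by the smaller of the 2 absolute log2 ratios, with the same sign at both stages and at least 100 CPM in the higher library at each stage. The same rule gave 5 and 5 genes in other classes and 8 and 8 for stage, and up to 4 members per direction of each list. Haemoglobin, mitochondrial, ribosomal protein, Gm and Rik predicted genes, Xist, Tsix and Y-linked genes were left out of the ranking. A further 10 genes were followed whatever their values. A few genes that met these rules are not reported here, in the text or in the alternatives. The comparisons, the replicated test, the pooled class, the gene lists, the cell markers, the rule for named genes and the first set of alternatives were chosen before the data were examined. Alternatives added afterwards were a minimum of 500 genes in every library, removal of the highest doublet scores, cells with an Egfp UMI only, an equal epicardial-like share in every library, resolution 2.0 for cell states and an unnamed cluster left out of the shares. Positions are from GENCODE vM21 (GRCm38).

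Software was Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scanpy 1.11.5, anndata 0.12.19, igraph 0.11.9, leidenalg 0.10.2, scikit-learn 1.9.0, umap-learn 0.5.12, matplotlib 3.10.9, R 4.3.3, edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0.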

Results

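Hearts of control and Lats1/2 CKO mouse embryos at E13.5 and E14.5 were profiled with 1 Drop-seq library per genotype and stage. After filtering, control E13.5 held 4471 cells (median 1589 UMIs), Lats1/2 CKO E13.5 held 5915 (2015), control E14.5 held 5504 (955) and Lats1/2 CKO E14.5 held 5595 (1035). The median number of genes per cell was 1074, 1308, 687 and 705 in the same order, and the median mitochondrial share was 2.88%, 2.78%, 3.07% and 4.69%. The pooled class of epicardial-like and fibroblast-like cells held 435, 700, 532 and 579 cells with 1180446, 2153708, 799022 and 1011606 UMIs.

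Epicardial-like cells, the class carrying mesothelial markers of the outer heart layer, made up 2.59% of control and 3.84% of Lats1/2 CKO cells at E13.5, and 1.73% and 3.88% at E14.5. The ratio of these shares was 1.48 (95% counting interval 1.18 to 1.87) at E13.5 and 2.25 (1.76 to 2.89) at E14.5, from 116, 227, 95 and 217 cells. Fibroblast-like cells made up 7.13% and 7.997% at E13.5 (ratio 1.12, 0.970 to 1.30) and 7.94% and 6.47% at E14.5 (0.815, 0.707 to 0.939). Cardiomyocyte-like cells were the largest class, with 34.8% and 30.2% at E13.5 (ratio 0.869) and 42.4% and 48.9% at E14.5 (1.15). Macrophage-like cells were 1.70% and 3.14% at E13.5 (1.85, 1.41 to 2.45) and 2.47% and 2.81% at E14.5 (1.14, 0.897 to 1.44). Valve mesenchyme-like cells stood at ratios of 0.916 and 0.812, endocardial-like cells at 0.997 and 1.34, and endothelial-like cells at 1.199 and 1.02. Mural-like cells were 7.0%, 6.59%, 2.11% and 2.11%, and erythroid-like cells numbered 3, 7, 6 and 9. The erythroid-like number depended on the resolution. At resolution 2.0 one cluster named erythroid held 23, 225, 582 and 273 cells, and another held 15, 35, 40 and 21. No cluster carried the megakaryocyte, neural, other epithelium or hepatocyte markers. An unnamed cluster led by haemoglobin and mitochondrial genes, with a median of 849 UMIs and a mean doublet score of 0.146, held 2.21%, 6.36%, 13.9% and 6.88% of cells. A further unnamed cluster with endocardial markers, led by Stmn2, Cyp26b1 and Aqp1, held 5.66%, 4.29%, 3.69% and 3.15%. No share has a replicate check, depth differed between the stages above the same minimum of 500 UMIs, and the loading of cells was not given.

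**Figure D1:**
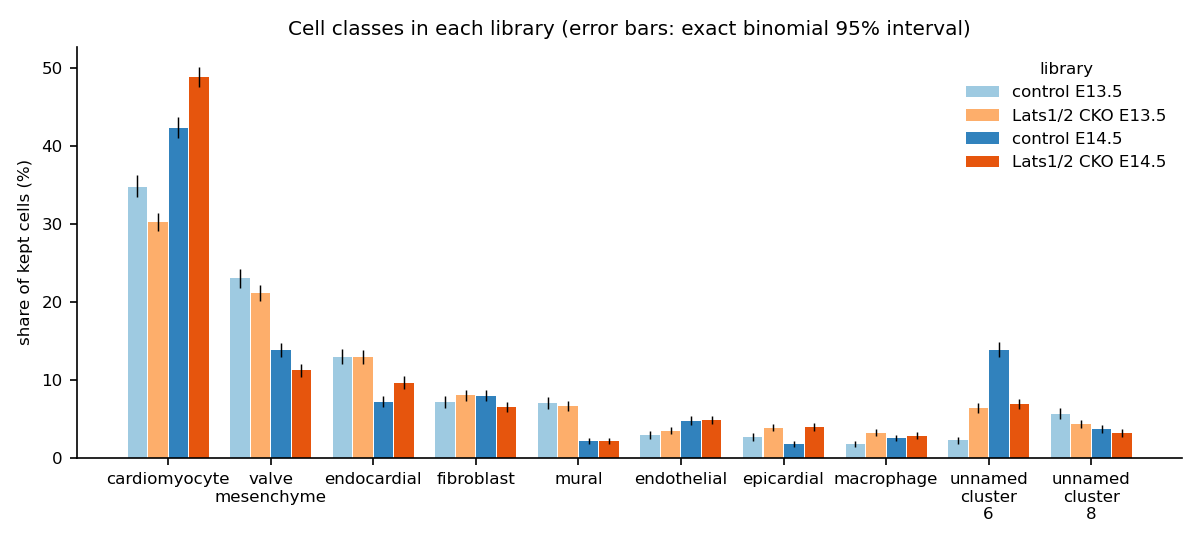
Share of kept cells in each class per library. Bars show 95% counting intervals only, and erythroid-like cells are left out.

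Lats1 and Lats2 encode the kinases that phosphorylate YAP and TAZ in the Hippo pathway, and both were targeted in the knockout. In the pooled class Lats1 (ENSMUSG00000040021, chr10 7681214-7716460, plus strand) stood at 29.7 CPM in control and 20.4 in Lats1/2 CKO at E13.5 (log2 ratio -0.54, -1.21 to 0.15), and at 25.03 and 18.8 at E14.5 (-0.41, -1.40 to 0.57). Lats2 (ENSMUSG00000021959, chr14 57689662-57758388, minus strand) stood at 47.4 and 29.7 CPM at E13.5 (-0.68, -1.22 to -0.13) and 50.1 and 43.5 at E14.5 (-0.20, -0.85 to 0.45). In epicardial-like cells alone Lats2 stood at 66.5 and 33.5 CPM at E13.5 (-0.99, -1.84 to -0.14) and 81.3 and 44.6 at E14.5 (-0.88, -1.87 to 0.18). Cardiomyocyte-like cells, in which a Wt1 UMI was seen in at most 0.129% of thinned cells, gave -0.13 and 0.07 for Lats2 and -0.01 and -0.10 for Lats1. Lats2 stood as low at E13.5 in valve mesenchyme-like (-0.62), endocardial-like (-0.70) and mural-like cells (-0.83) as in the pooled class, and at 0.43, 1.67 and -0.55 in these at E14.5, with 0.16 and 0.60 in endothelial-like and 0.62 and -1.11 in macrophage-like cells. After thinning to 500 UMIs, a Lats2 UMI was seen in 2.99%, 0.857%, 3.20% and 1.38% of pooled-class cells, against 1.03%, 0.671%, 0.815% and 0.841% of cardiomyocyte-like cells, and a Lats1 UMI in 0.690%, 0.857%, 0.940% and 0.518% of pooled-class cells, so Lats1 was not lower at E13.5 by that count. Median depth of the pooled class was 1785, 2342, 986 and 1099 UMIs. These values rest on 35, 44, 20 and 19 UMIs of Lats1 and 56, 64, 40 and 44 of Lats2. A 3' tag outside the floxed exons checks nothing about their removal, and the position of the tags was not analysed here.

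Egfp, the mark of recombined cells, was higher in the pooled class of both Lats1/2 CKO libraries, at 57.6 against 313 CPM at E13.5 (log2 ratio 2.43, 2.08 to 2.82) and 30.04 against 367 at E14.5 (3.58, 3.01 to 4.27). Epicardial-like cells went from 87.8 to 587 CPM at E13.5 and from 38.0 to 584 at E14.5 (2.72 and 3.85), and fibroblast-like cells from 43.5 to 158 and from 27.7 to 141 (1.85 and 2.32). After thinning, Egfp was seen in 2.30% and 10.6% of pooled-class cells at E13.5 and 1.504% and 11.2% at E14.5, against 0.450%, 1.29%, 1.16% and 0.914% of cardiomyocyte-like cells. Egfp was also higher in endothelial-like cells at both stages (1.22 and 2.18), and stood at 2.29 and -0.03 in macrophage-like, 1.28 and -0.11 in valve mesenchyme-like and 1.02 and 0.01 in cardiomyocyte-like cells. Creert2 stood at 25.4 and 59.9 CPM in the pooled class at E13.5 and 2.503 and 38.6 at E14.5, and Tdtomato, the unrecombined form, at log2 ratios of -0.42 and -0.34. The median log2 ratio of Creert2 over other classes was 2.08 at E13.5 and -0.06 at E14.5. In the edgeR test over both stages Egfp rose (log2 2.97, SE 0.302, adjusted p 0.0152), and Creert2 did not pass (adjusted p 0.378).

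**Figure D2:**
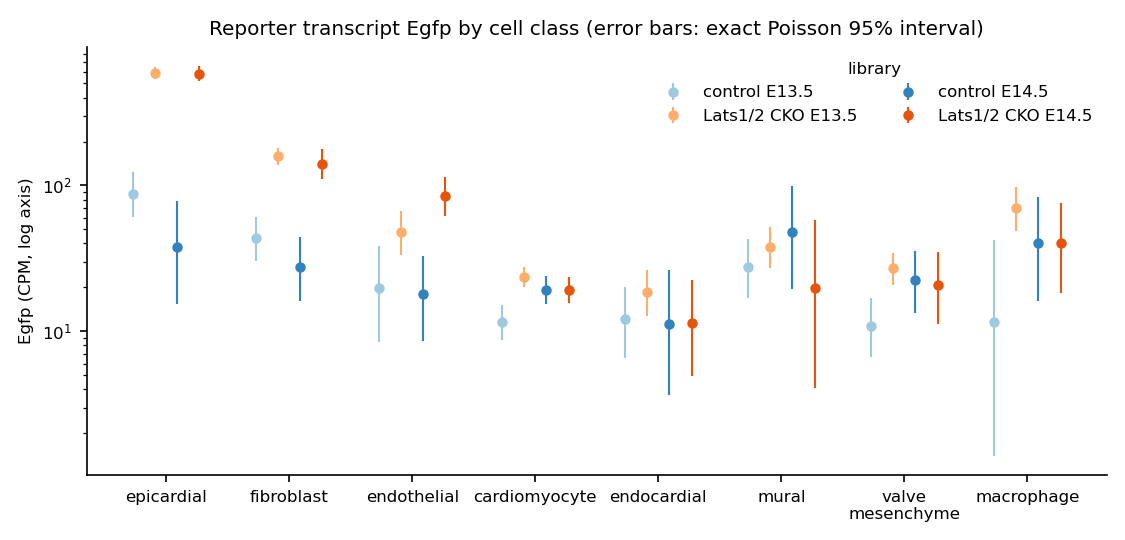
Egfp in each class and library. Bars show 95% counting intervals only.

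Besides Egfp, 6 genes rose and 2 fell in the pooled class in the edgeR test of genotype. Lrat, the enzyme that esterifies retinol (ENSMUSG00000028003, chr3 82892579-82903973), went from 0 to 56.2 CPM at E13.5 (at least 22.1-fold) and from 1.25 to 76.1 CPM at E14.5, with log2 6.76, SE 0.633 and adjusted p 0.01004. Bcam, a laminin receptor (ENSMUSG00000002980, chr7 19756131-19771016), stood at 21.2 and 89.6 CPM at E13.5 and 57.6 and 223 at E14.5 (log2 2.03, SE 0.239, adjusted p 0.0288). Mt1, a metallothionein (ENSMUSG00000031765, chr8 94179082-94180327), stood at 25.4 and 104 CPM and at 48.8 and 252 CPM (log2 2.23, SE 0.241, adjusted p 0.0206). The other 5 genes shifted in the same direction in every class, though by unlike amounts in some (at E14.5 -6.17 to -2.94 for AA465934 and 5.12 to 8.86 for Rps13-ps1 over 5 other classes): Rps13-ps1, a processed pseudogene (ENSMUSG00000066362, chr8 87047689-87048226; log2 7.27, SE 0.330), Gm11942 (2.33), Rps15a-ps8 (2.01), AA465934 (ENSMUSG00000093483, chr11 83291699-83294632; -3.93) and the joined gene Gm17660_Gm43333 (-2.11). Their ratio of the other-class median to the pooled-class log2 value was 0.933, 1.03, 1.09, 0.962 and 0.985, against 0.220 for Bcam, 0.226 for Egfp, 0.342 for Mt1 and 0.208 for Lrat. Of 10872 genes tested, 748 had an unadjusted p under 0.05, and DESeq2 on the same design called 9 up and 5 down. In 6 of 14 alternatives only Rps13-ps1 was called. In those Egfp had an adjusted p of 0.104 to 0.421 with log2 values of 2.10 to 2.97.

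Ranked by the smaller of the 2 stage ratios, the largest upward genes of the pooled class after Egfp were Mt1 (2.01 and 2.35), the serine protease Prss23 (1.37 and 2.30), Gadd45g (1.19 and 2.00), Fbln5 of elastic fibres (1.25 and 1.02), Cox6b2 (1.07 and 1.75), S100a6 (1.05 and 1.52), Dpp4 (1.03 and 1.63; ENSMUSG00000035000, chr2 62330073-62412231) and Amotl2, a YAP target (0.99 and 1.58). Eno1 (1.15 and 0.87), the collagen receptor subunit Itga1 (0.87 and 0.87) and Rnase4 (0.86 and 1.52) completed the upward set. Downward were the matrix protein gene Tgfbi (-1.14 and -3.42; ENSMUSG00000035493, chr13 56609523-56639562), RP23-174M4.2 (-2.78 and -1.05, with -2.67 and -1.07 over other classes), the chemokine Ccl2 (-1.502 and -0.90), the fibroblast receptor Pdgfra (-0.90 and -1.24), Nfkbia (-0.89 and -0.91), Snhg18 (-0.82 and -0.89), Tcf4 (-0.92 and -0.78), cyclin D1 gene Ccnd1 (-0.78 and -1.16), Zfp36 (-0.77 and -1.35), Ier2 (-0.76 and -0.84), Lta4h (-0.73 and -0.73) and Clmp (-0.72 and -1.17). Of these 24 genes only Egfp and Mt1 passed in edgeR, and the others had adjusted p from 0.0794 (Prss23) to 0.440 (Lta4h). Among the followed genes, the epicardial transcription factor genes Wt1 (-0.49, -0.81 to -0.16 at E13.5 and 1.08, 0.64 to 1.55 at E14.5; ENSMUSG00000016458, chr2 105126529-105173616) and Tbx18 (-0.82, -1.04 to -0.60 and 0.60, 0.24 to 0.97) had opposite signs at the 2 stages. Tcf21, needed for cardiac fibroblasts, was lower at both (-0.48 and -0.47), Postn was level at E13.5 and lower at E14.5 (-0.01 and -1.21), and the others were Yap1 (-0.60 and 0.15), Wwtr1 encoding TAZ (-0.32 and 0.29) and Dhrs3 (0.31 and 0.35).

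**Figure D3:**
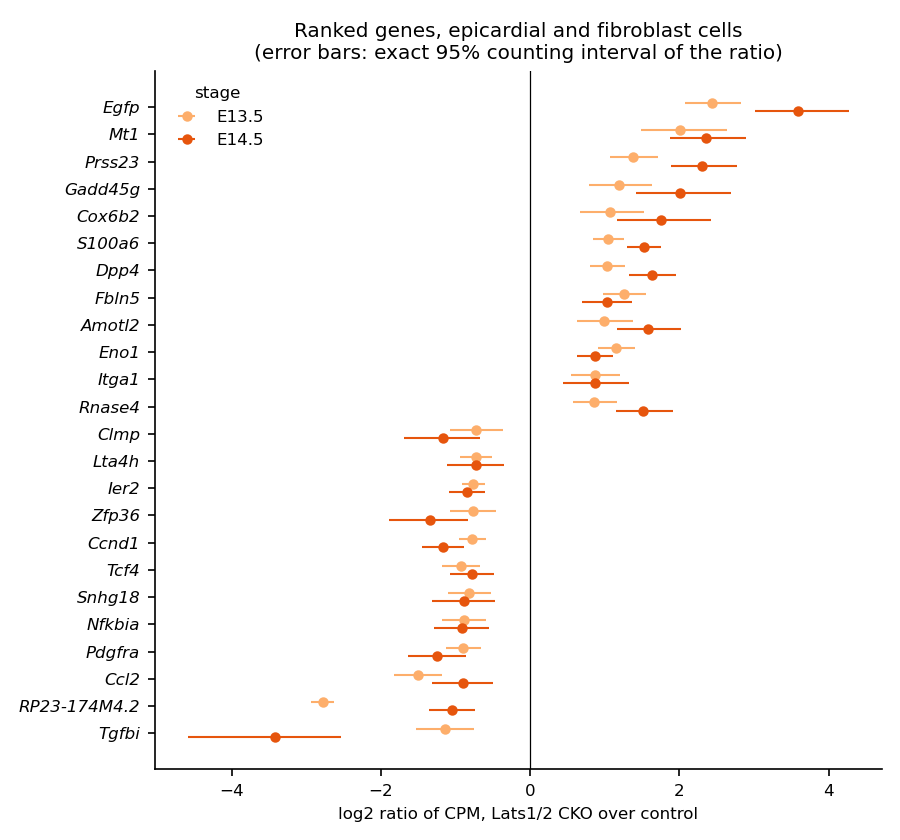
Log2 ratio of Lats1/2 CKO over control at each stage for the ranked genes of the pooled class. Bars show 95% counting intervals only.

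YAP target genes in the pooled class had a median log2 ratio of 0.19 at E13.5 and 0.68 at E14.5 over 20 measured members (percentiles 97.6 and 100), but at E13.5 the median was 0.07 in epicardial-like cells (percentile 73) and -0.02 in cells with an Egfp UMI. At both stages 12 members were up and 3 down, among them Ankrd1 (0.61 and 1.54), Ctgf, now Ccn2 (0.50 and 1.79), and Ajuba (0.59 and 1.44). In edgeR, adjusted over the list alone, 6 rose (Ctgf, Ankrd1, Amotl2, Ajuba, Crim1 and Igfbp3) and 0 fell, while over all genes tested 0 passed, with 7 at an unadjusted p under 0.05 and 3 in DESeq2. The median of the same list over other classes was 0.05 and -0.04. Endothelial-like cells, the highest of these classes, stood at 0.19 and 0.57, near the pooled class. At E13.5 Ctgf stood at 0.56 to 1.62 in the other classes measured, above its pooled-class value. Other-class medians at E13.5 were 0.55 for Ankrd1 and 0.29 for Ajuba. At E14.5 they were -0.17 for Ctgf, -0.03 for Ankrd1 and -0.13 for Ajuba. Of 19 Hippo pathway components (medians 0.04 and 0.07, percentiles 77.0 and 78.9), 5 were up and 3 down at both stages, such as Stk4 (0.61 and 0.75) and Amot (-1.23 and -0.57). Adjusted over the list alone 0 passed, and 0 over all genes, with 3 at an unadjusted p under 0.05 and 1 in DESeq2. Genes of retinoid metabolism (11 measured) had medians of -0.29 and 0.35 (percentiles 5.11 and 97.7), with 2 up and 4 down at both stages, such as the receptor gene Rxra (-0.57 and -0.57). Of these 11 members 0 passed in edgeR adjusted over the list alone and 0 over all genes, with 1 at an unadjusted p under 0.05 and 0 in DESeq2. Lrat, which rose, is not a member of the list.

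Epicardial genes in the pooled class had medians of 0.12 at E13.5 and 1.23 at E14.5 (16 measured, percentiles 93.8 and 100), with 10 up and 0 down at both stages. The keratin genes Krt8 (1.30 and 3.86), Krt19 (0.82 and 2.31) and Krt7 (0.67 and 1.43) and the retinoic acid enzyme gene Aldh1a2 (0.44 and 1.07) led, all of them also naming markers. Adjusted over the list alone 5 rose in edgeR (these and Efemp1), and 0 over all genes, with 6 at an unadjusted p under 0.05 and 4 in DESeq2. Epicardial-like cells were 26.7% (22.6 to 31.1) and 32.4% (28.97 to 36.04) of the pooled class at E13.5 and 17.9% (14.7 to 21.4) and 37.5% (33.5 to 41.6) at E14.5. These shares differ between genotypes in the same direction as the list, which is made of genes of that class. Within epicardial-like cells alone the list stood at -0.04 and 0.03 (17 measured, percentiles 31.3 and 45.2).

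Fibroblast genes had medians of 0.24 and -0.32 in the pooled class (20 measured, percentiles 97.1 and 0.0600), with 6 up and 7 down at both stages. The microfibril gene Mfap5 (1.67 and 2.08) rose, and the proteoglycan gene Lum (-0.64 and -1.86) and Pdgfra fell, in edgeR adjusted over the list alone (1 up, 2 down), with 0 over all genes and 6 at an unadjusted p under 0.05. Interstitial matrix genes had medians of 0.19 and -0.20 (32 measured, percentiles 98.2 and 0.170), with 12 up and 11 down at both stages. Adjusted over the list alone 2 rose (Fbln5 and Mfap5) and 2 fell (Lum and Mfap2). Over all genes 0 passed, and 9 had an unadjusted p under 0.05. Matrix genes stood at 0.26 and 0.10 within fibroblast-like cells (percentiles 99.5 and 95.4) and at -0.05 and -0.30 within epicardial-like cells. Neither class alone thus changed sign between stages. Fibroblast genes stood at 0.30 and -0.09 in fibroblast-like cells and at -0.07 and -0.53 in epicardial-like cells. Basement membrane genes had medians of 0.27 and 0.39 (15 measured, percentiles 98.7 and 99.9), with -0.0072 at E13.5 in epicardial-like cells and 0.15 at E14.5 in fibroblast-like cells, and 9 up and 0 down at both stages, such as the laminin genes Lama5 (0.53 and 1.71) and Lamb2 (0.56 and 0.92). Adjusted over the list alone 0 passed in edgeR, 0 over all genes and 4 at an unadjusted p under 0.05. Genes of the epithelial-mesenchymal transition had medians of -0.15 and -0.59 (14 measured, percentiles 13.46 and 0), within the range of random lists at E13.5, with 0 up and 8 down, such as Sox9 (-0.71 and -0.68) and Mmp14 (-0.64 and -0.63). Adjusted over the list alone 0 passed in edgeR, 0 over all genes and 2 at an unadjusted p under 0.05. In epicardial-like cells alone this list stood at 0.06 and -0.28 (10 measured, percentiles 65.2 and 6). Fibroblast-like cells alone gave -0.09 and -0.23 for it (13 measured, percentiles 32.4 and 2.99). The E14.5 values of both classes lay within the range of random lists, and the pooled-class value was reached in neither. TGF-beta genes (17 measured) had medians of -0.19 and 0.11 (percentiles 8.24 and 86.0) with 2 up, such as Ltbp3 (0.51 and 0.40), and 5 down, and Tgfbi fell, adjusted over the list alone (1), with 0 over all genes and 1 at an unadjusted p under 0.05. In DESeq2 fewer members of most of these lists had an unadjusted p under 0.05. The numbers were 2 fibroblast, 3 matrix, 1 basement membrane, 0 epithelial-mesenchymal transition and 1 TGF-beta genes. In other classes the medians of fibroblast genes were 0.25 and -0.49, of matrix genes 0.21 and -0.37 and of basement membrane genes 0.25 and 0.10.

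Early response genes, which tissue dissociation can induce, were lower in the pooled class (medians -0.59 and -0.84, 15 measured, percentiles 0 and 0), with 1 up and 11 down at both stages. Fos (-0.70 and -0.88), Junb (-0.65 and -1.14), Egr1, Ier2, Zfp36 and Nr4a1 fell in edgeR adjusted over the list alone (6), with 0 over all genes, 10 at an unadjusted p under 0.05 and 5 in DESeq2. The median of the other classes was -0.15 and -0.26, and endocardial-like and mural-like cells stood as low as -0.66 at E13.5 and mural-like and cardiomyocyte-like cells at -0.51 at E14.5. Glycolysis and hypoxia genes had medians of 0.21 and 0.75 (17 measured, percentiles 96.6 and 100), with 14 up and 0 down, such as Pgam1 (1.02 and 1.05) and Pgk1 (0.89 and 0.75). Gpi1 (1.06 and 0.75) and Eno1 rose in edgeR adjusted over the list alone (2), with 0 over all genes, 7 at an unadjusted p under 0.05 and 2 in DESeq2. The other classes stood at 0.46 and 0.17. IGF and other growth factor genes had medians of -0.02 and 0.26 (17 measured, percentiles 48.1 and 99.1), with 7 up and 6 down. At E14.5 the list stood at -0.28 in fibroblast-like cells (percentile 1.75) and 0.07 in epicardial-like cells (69.7). The pooled-class value was thus reached in neither class alone. In the pooled class Igfbp2 (1.15 and 2.25), Igfbp3 and Igfbp5 rose and Igfbp7 (-1.005 and -0.45) fell in edgeR adjusted over the list alone (3 and 1). Over all genes 0 passed, and 9 had an unadjusted p under 0.05, with 3 in DESeq2. Igfbp7 was also low in other classes (medians -1.68 and -0.38). In fibroblast-like cells alone Igfbp2 at E13.5 and Igfbp5 at both stages had the opposite sign. Actin genes (20 measured; 0.08 and 0.10, percentiles 75.9 and 90.7) had 7 up, such as Tpm1 (0.44 and 0.47), and 2 down. Of them 0 passed adjusted over the list alone and 0 over all genes, with 2 at an unadjusted p under 0.05 and 0 in DESeq2. Markers of other cells differed too. Cardiomyocyte markers had medians of 1.58 and -0.17 in the pooled class, erythroid 0.71 and -0.57, mural 0.55 and -0.89, endothelial 0.56 and -0.91, valve -0.41 and -0.69 and endocardial -0.66 and -0.01. Among them 2 erythroid genes, Hbb-y and Hba-x, fell adjusted over the list alone, 0 of all these markers passed over all genes, and too few macrophage markers were measured.

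**Figure D4:**
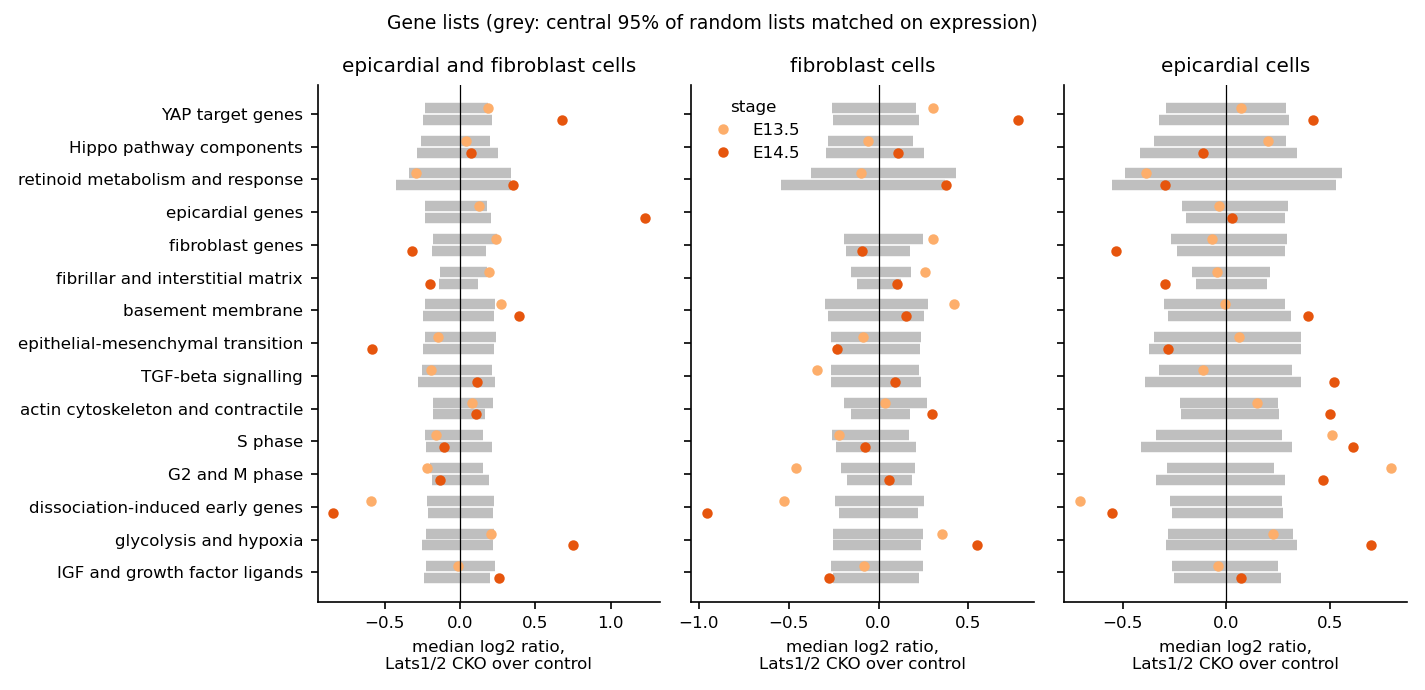
Median log2 ratio of each gene list at each stage, with the central 95% of matched random lists in grey. The horizontal ranges differ between panels.

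Taken alone, epicardial-like cells of Lats1/2 CKO hearts had 37 genes up and 31 down in edgeR over both stages, of which 4 and 9 belonged to 51 genes that differed the same way in at least 11 of 12 class and stage values outside the pooled class, such as Rps13-ps1, AA465934 and Rps2. The cell cycle inhibitor gene Cdkn1a rose (2.21 and 4.88; log2 3.16, SE 0.446, adjusted p 1.48e-05), as did the YAP targets Ankrd1 (1.84 and 2.29; log2 2.13, adjusted p 0.000767), Amotl2 (1.001 and 1.25; log2 1.14, adjusted p 0.0411) and Ctgf (0.73 and 3.36; log2 1.74, adjusted p 0.0312). Bax, which promotes apoptosis, rose (1.37 and 1.19; log2 1.32, adjusted p 0.0429), and so did Phlda3 (log2 3.35, adjusted p 0.0367; at least 3.07-fold at E13.5), Bcam (1.83 and 0.99), Krt8 (1.23 and 2.71, also a naming marker), Itga1 (1.18 and 2.85), Prss23 (1.25 and 0.98), Mt2 (3.17 and 1.57) and the proliferation genes Mki67 (1.83 and 0.54) and Rrm2 (2.64 and 1.23). Falling genes included the matrix genes Dcn (-0.89 and -0.85; log2 -0.87, adjusted p 0.0111), Lum (-1.37 and -1.89; log2 -1.57), Fbln2 (-1.24 and -0.97; log2 -1.10) and Mfap2 (-0.86 and -1.49; log2 -1.15), with Angptl7 (-1.57 and -2.94), Cdkn1c (-0.66 and -1.07), Ptn (-0.49 and -1.22), Clu (-1.21 and -1.26), Nrep (-1.10 and -1.29) and Fos (-1.01 and -0.70). Of 19 YAP targets (medians 0.07 and 0.42) 3 rose over all genes and 5 adjusted over the list alone. Of 15 fibroblast genes (-0.07 and -0.53) 3 fell over all genes, and 1 rose and 5 fell adjusted over the list alone. Of 29 matrix genes (-0.05 and -0.30) 4 fell over all genes, and 2 rose and 5 fell adjusted over the list alone. Of 15 early response genes (-0.71 and -0.55) Fos fell over all genes and 7 fell adjusted over the list alone. Glycolysis genes (0.22 and 0.70) had 0 passing over all genes, 3 adjusted over the list alone (Gpi1, Eno1 and Ldha) and 5 at an unadjusted p under 0.05. The cardiomyocyte genes Actc1 (2.77 and 0.10), Myh7 and Myl3 and the haemoglobin genes Hbb-bs (5.63 and 0.25) and Hbb-bt (4.51 and -0.07) also passed upward, mostly by their E13.5 values, with medians of 2.66 and 0.09 for cardiomyocyte markers and 4.04 and -0.28 for erythroid markers. Numbers of passing genes cannot be compared between this class and fibroblast-like cells, because effects of similar size and error passed only in epicardial-like cells. In edgeR Gm11942 had log2 2.35 (SE 0.201, adjusted p 0.0769) in fibroblast-like and 2.39 (SE 0.256, adjusted p 3.14e-08) in epicardial-like cells. AA465934 had -4.44 (SE 0.471, adjusted p 0.0852) and -3.13 (SE 0.667, adjusted p 0.0109). Fibroblast-like cells alone had 1 gene up, Rps13-ps1, and 0 down in edgeR, with 491 at an unadjusted p under 0.05. Their YAP targets had medians of 0.31 and 0.78 (1 passing adjusted over the list alone, Amotl2), and their largest values included Dpp4 (2.03 and 2.75, adjusted p 0.0852), Mfap5 (2.68 and 4.01), Tgfbi (-1.12 and -3.38) and Prss23 (1.39 and 3.22). Lrat had an edgeR log2 of 9.42 (SE 0.724, adjusted p 0.0769) in fibroblast-like cells and was not tested in epicardial-like cells. The epicardial-like control libraries held 116 and 95 cells, so single genes there rest on few UMIs.

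Within the pooled class, cells were placed in states by joint sub-clusters and by single transcripts. At resolution 2.0 a fibroblast-like sub-cluster held 31 of control and 143 of Lats1/2 CKO cells at E13.5, and 13 and 130 at E14.5 (2.32% and 21.4% of the class at E14.5), and the largest fibroblast-like sub-cluster held 80.8% and 42.7% at E14.5. Thinned cells with a Dpp4 UMI were 7.59% and 11.6% at E13.5 and 4.70% and 15.9% at E14.5, against at most 0.219% of cardiomyocyte-like cells. Postn was seen in 31.0%, 26.9%, 40.4% and 20.6%, Pdgfra in 12.4%, 6.43%, 9.59% and 4.66% and Col1a1 in 50.6%, 58.3%, 58.7% and 76.9% of pooled-class cells, in the order of libraries used above. In cardiomyocyte-like cells Postn was seen in at most 2.79%, Pdgfra in at most 0.183% and Col1a1 in at most 2.40%. Lrat was seen in 0%, 2.14%, 0% and 3.97% of pooled-class cells and in 0% of cardiomyocyte-like cells. Cells are not replicates, and no test was made of these shares.

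Transcripts of G2 and M phase made up more of the epicardial-like UMIs in Lats1/2 CKO libraries, at 1519 against 2831 CPM at E13.5 and 1724 against 2298 at E14.5, while fibroblast-like cells stood at 5059 against 3562 and 4229 against 4384. S phase transcripts stood at 1147 against 1677 and 840 against 1196 CPM in epicardial-like cells and 2672 against 2190 and 1809 against 1644 in fibroblast-like cells. Of 20 G2 and M genes in epicardial-like cells (medians 0.80 and 0.46) 17 were up at both stages, 1 rose over all genes in edgeR (Mki67) and 6 adjusted over the list alone (also Top2a, Ccnb1, Ccna2, Ube2c and Tacc3). Of 18 S phase genes there (0.51 and 0.61) 12 were up and 0 down at both stages, and Rrm2 rose over all genes and adjusted over the list alone (1 and 1). In the pooled class 20 G2 and M genes had medians of -0.22 and -0.14 (percentiles 1.51 and 8.74; 0 up, 12 down, such as Top2a at -0.53 and -0.31) and 19 S phase genes -0.16 and -0.11 (percentiles 10.5 and 21.7; 2 up, 10 down, such as Mcm2 at -0.27 and -0.90). Neither list had a member passing in edgeR adjusted over the list alone (0), over all genes (0) or at an unadjusted p under 0.05 (0). After thinning, 15.5%, 22.0%, 22.1% and 24.9% of epicardial-like cells held at least 2 G2 and M UMIs. Cardiomyocyte markers had medians of 2.66 and 0.09 in the same epicardial-like cells. Cardiomyocyte-like cells held 3774 CPM of G2 and M transcripts in control and 3653 in Lats1/2 CKO at E13.5, above epicardial-like cells. Whether RNA of such cells added to the E13.5 values of epicardial-like cells stays open.

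Between stages, the genes with the largest rises in the pooled class from E13.5 to E14.5 included Fau (5.80 in control and 4.52 in Lats1/2 CKO; edgeR log2 5.14, SE 0.339, adjusted p 0.000206), Lsm7 (4.203 and 2.85), Ppia (3.78 and 3.63), Tpt1 (3.14 and 2.55), Ptma (2.88 and 2.57), Hnrnpa3 (2.70 and 3.13) and RP24-490A22.9 (2.36 and 2.12). All of these passed in edgeR, and their values in other classes were similar (Fau median 5.28 and 4.56). The largest falls were Uba2 (-1.19 and -0.99), Srsf3 (-0.99 and -0.94), Eef1b2 (-0.94 and -1.01), Hat1 (-0.94 and -0.93), the fibroblast regulator Tcf21 (-0.90 and -0.89), Znrd1 (-0.85 and -0.97), Slc38a5 (-0.84 and -0.88) and Commd2 (-0.82 and -0.82), and none of these passed (adjusted p 0.177 to 0.427). Over 10872 genes 64 rose and 1 fell with stage in edgeR, 969 had an unadjusted p under 0.05, and DESeq2 called 62 up and 0 down. Cardiomyocyte markers in the pooled class were also higher at E14.5 (medians 2.52 in control and 0.78 in Lats1/2 CKO). With each cell thinned to the same number of UMIs 54 rose and 0 fell with stage, of 5737 tested. Stage cannot be separated here from other differences between the libraries of the 2 stages.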

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

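Apart from values said to be given beside them, the following came from a fixed rule, opposite signs at the 2 stages with each value larger than 0.5 of the width of its counting interval or, for lists, of the central 95% of random lists, so that a value could lie just inside that range, and no test of it was chosen after the results were seen because the difference between stages was not tested. Cardiomyocyte-like cells made up less of the Lats1/2 CKO library at E13.5 (-4.57 percentage points) and more at E14.5 (6.53 points). Given beside these, and not by the rule, the unnamed cluster led by haemoglobin and mitochondrial genes held 2.21% of control and 6.36% of Lats1/2 CKO cells at E13.5 and 13.9% and 6.88% at E14.5, the reverse order, and it is part of the denominator of every share.

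Wt1 in the pooled class had log2 ratios of -0.49 at E13.5 and 1.08 at E14.5, and Tbx18 of -0.82 and 0.60. Fibroblast genes had list medians of 0.24 and -0.32, and interstitial matrix genes 0.19 and -0.20. Given beside these, and not by the rule, within epicardial-like cells alone Wt1 stood at -0.72 and 0.03 and Tbx18 at -0.95 and -0.05, and within fibroblast-like cells Wt1 stood at -0.28 and 1.47. The epicardial-like share of the pooled class, 17.9% against 37.5% at E14.5, differs between genotypes most at the stage where Wt1 and Tbx18 were higher. Also beside the rule, matrix genes stood at 0.26 and 0.10 in fibroblast-like cells and at -0.05 and -0.30 in epicardial-like cells. The opposite signs of the matrix list were thus in neither class alone. Fibroblast genes stood at 0.30 and -0.09 and at -0.07 and -0.53 in the same classes. Outside the pooled class the medians were 0.25 and -0.49 for fibroblast genes and 0.21 and -0.37 for matrix genes. None of these differences between stages was tested.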

How the results depend on the processing

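The alternatives named with the methods as added and the counts of repeated calls were chosen after the results were seen, and the others before. No paired analysis was possible because each genotype and stage had 1 library with replicate number 1, so beyond stage as a factor of the fit there was nothing to pair. Every alternative chosen at the outset was run. Depth limits every value of a gene with few UMIs, and the Egfp-positive setting rests on 32 and 17 control cells. In that setting the median log2 ratio of all genes was -0.143 at E14.5, the only shift over 0.1. The cause of the changed results listed here was not tested.

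Of 2286 per-stage values of single genes, 1981 were the same, 268 moved and 37 reversed. Of 330 list values 292 were the same, 31 moved and 7 reversed, and of 144 shares 137 were the same and 7 moved. Of 32 cell state values 16 moved, of 12 cycling values 8 moved and 1 reversed, and of 12 Lats1 and Lats2 values 3 moved. Some changes of sign were not counted as reversed.

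In the edgeR test of genotype (7 up, 2 down), DESeq2 size factors, at least 1000 UMIs, resolution 0.5, fibroblast-like cells only, at least 500 genes and removal of the top doublet scores each gave 1 up, Rps13-ps1, and 0 down. Thinning gave 3 up and 1 down, doublets kept gave 5 up and 1 down, no filter on low counts 149 up and 94 down, epicardial-like cells only 37 and 31, Egfp-positive cells 15 and 10, and DESeq2 9 up and 5 down. Over 14 alternatives Rps13-ps1 was called in 14, Gm11942 in 8, Egfp in 7 of the 13 that did not choose cells by it, Mt1, AA465934 and Gm17660_Gm43333 in 7, Bcam and Rps15a-ps8 in 6 and Lrat in 5 of the 13 that tested it. Where only Rps13-ps1 was called, Egfp stood at log2 2.92 (SE 0.325) with at least 1000 UMIs and 2.10 (0.264) in fibroblast-like cells, against 2.97 (0.302), Bcam at 1.92 (0.219) and 1.78 (0.544), against 2.03 (0.239), and Mt1 at 2.14 (0.224) and 1.31 (0.375), against 2.23 (0.241). For stage (64 up, 1 down), 41 genes rose with DESeq2 size factors, at resolution 0.5 and in fibroblast-like cells, 28 with at least 1000 UMIs, 33 with at least 500 genes, 34 without the top doublet scores, 172 without a filter and 100 in epicardial-like cells. Falling with stage were 52 without a filter, 11 in epicardial-like cells and 0 with DESeq2, DESeq2 size factors, 1000 UMIs, 500 genes, thinning, doublets kept, resolution 0.5 and top doublet scores removed.

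After thinning Lats1 stood at 0.21 at E13.5, a change of sign, and Lats2 at -1.74 and -1.08. By the share of thinned cells with at least 2 UMIs, G2 and M phase stood at 0.51 and 0.17 in epicardial-like cells, -0.40 in fibroblast-like cells at E13.5 and 0.0016 in the pooled class at E14.5, the last a reversal.

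List medians in this part use the members measured in the pooled class, so they can differ from those of the members measured in a class alone. In epicardial-like cells alone these values reversed at E13.5: Ajuba -0.16, Cenpa 0.26, Cenpe 0.57, Col1a1 -0.0052, Id2 0.29, Mcm4 0.34, Ogn -0.0069 and Top2a 1.15. At E14.5 they were Aldh1a2 -0.26, Ccl2 1.81, Ccnd1 0.075, Cenpe 0.98, Col1a1 -0.21, Mcm2 1.05, Mfap5 -0.26, Sox9 0.19, Tagln2 0.92, Tbx18 -0.050, Tcf21 0.16, Tcf4 0.067 and Top2a 0.40. List medians counted as reversed there were G2 and M phase 0.80, basement membrane -0.0072 and matrix -0.026 at E13.5 and retinoid -0.23 at E14.5. Other medians changed sign there but were not counted as reversed. Among these, over members measured in the class alone, were S phase (0.51 and 0.61) and G2 and M phase at E14.5 (0.46). YAP targets moved to 0.42 and epicardial genes to 0.12 at E14.5, and fibroblast genes to -0.058 at E13.5, a change of sign.

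In fibroblast-like cells alone Egfp moved to 1.85 and 2.32. Reversed were Igfbp2 -1.02, Igfbp5 -0.098, Krt7 -0.98 and Krt8 -2.36 at E13.5 and Fgf9 -0.054 and Igfbp5 -0.66 at E14.5. IGF genes (-0.24) and matrix genes (0.10) reversed at E14.5. Epicardial genes moved to -0.39 at E13.5, a change of sign, and to 2.10 at E14.5, and fibroblast genes to -0.095 at E14.5.

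In Egfp-positive cells YAP targets reversed to -0.022 at E13.5. So did Ajuba -0.52, Ccdc80 0.50, Cenpa 0.18, Igfbp5 -0.11 and Mcm4 0.37, and at E14.5 Ccdc80 0.28, Lta4h 0.18 and Tead3 -0.26. With the epicardial-like share set equal, Cenpe 0.028 reversed and epicardial genes moved to 0.32 at E14.5. With per-cell means Cenpe reversed at E14.5 (0.042).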

Other observations

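The explanations weighed in this part were mostly tested after the results were seen. Only the prediction on the lower gene minimum and that on more recombined cells were written before their values, and the thresholds of shared genes, the 20 Mb window and the bounds of 0.8, 0.5, 0.1 and 3 called genes were set after looking, and the tests on genes chosen at 1 stage and on the called genes replaced an earlier one, the ratio over the 51 shared genes. Early response genes were below 0 in 6 of the 6 other classes at E13.5 and 5 at E14.5. They were also looked at for a sign of handling, and that was left out to limit the number of patterns weighed.

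Macrophage-like cells of Lats1/2 CKO libraries lacked Ifi202b, an interferon-inducible gene, at 128 against 0 CPM at E13.5 (at least 21.9-fold lower) and 104 against 0 at E14.5 (at least 7.78-fold). Whether the absence of Ifi202b came from the knockout or from another difference between the libraries, such as strain, was not tested. Lyve1, a marker of tissue-resident macrophages, stood at 864 and 1959 CPM (log2 1.18) and at 726 and 2930 (2.01), with Npl (1.62 and 2.20), Ncf4 (1.51 and 1.42) and Fcna (0.90 and 1.73) also higher and Spp1 (-1.17 and -3.58) and Cdkn2d (-1.20 and -2.85) lower. In edgeR 0 genes passed there of 4397, with 156 at an unadjusted p under 0.05. Endocardial-like cells had higher Pla2g7 (1.72 and 2.24, adjusted p 0.0947) and Ppp1r14c (1.28 and 0.85) and lower Limch1 (-1.99 and -0.90), Eln (-1.15 and -1.09) and Nts (-0.93 and -1.19). Endothelial-like cells had higher Mgll (1.32 and 1.63), Cldn5 (2.02 and 0.87) and the YAP target Cyr61 (1.001 and 0.86), and lower Ddx26b (-1.68 and -1.93). In cardiomyocyte-like cells the largest values were smaller, such as Cox8b (0.66 and 0.63), Pgk1 (0.65 and 0.57), Myh6 (0.52 and 0.52) and Casq1 (-0.71 and -0.98), and in edgeR 0 of 14047 genes passed, with 566 at an unadjusted p under 0.05. Rps13-ps1 thus did not pass either, though it stood at log2 6.53 and 7.90 over the classes outside the pooled class together. A count of 0 in cardiomyocyte-like or macrophage-like cells therefore does not show that effects were absent. Valve mesenchyme-like cells had Itih5 (0.99 and 0.69) and Limch1 (-1.32 and -0.81), and mural-like cells Sost (1.78 and 0.82), Sepp1 (0.87 and 1.63), Ppp1r15a (-1.37 and -1.65) and Zfp36 (-1.04 and -1.26). The genes that passed in edgeR outside the pooled class numbered 3 up and 2 down (endocardial-like), 2 and 0 (endothelial-like), 3 and 5 (mural-like) and 4 and 2 (valve mesenchyme-like). Most were genes that differed the same way in nearly every class, among them pseudogenes such as Rps13-ps1 and Gm11942 and other genes such as AA465934. The embryonic globin genes Hba-x and Hbb-y fell in mural-like cells (edgeR log2 -2.01 and -1.72). Hbb-y was also lower in the pooled class (-1.84 at E13.5 and -1.41 at E14.5). Over the classes outside it, Hbb-y had medians of -1.46 (-2.59 to 0.76) and -1.28 (-1.945 to 0.81), so its fall was not particular to mural-like cells.

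Rps13-ps1 and other genes, 10 up and 41 down, differed between genotypes in the same direction in nearly every class outside the pooled class. The rule was at least 0.5 in log2 in 11 or more of 12 class and stage values there. Of 8359 genes that could meet it, 51 did. It did not ask for equal sizes and did not use the pooled class, where Gm17826 stood at -0.05 at E14.5 against -1.305 in other classes. Loss of Lats1 and Lats2 in Wt1-lineage cells was argued against for 5 of the 9 genes called in the pooled class, since these 5 were also called by edgeR in another class with over 0.8 of the log2 ratio, and left undecided for the rest, since their choice favours the ratio of 0.921 over the 51, and genes chosen at 1 stage (383 and 300) had other-class medians of -0.03 and -0.46 in the direction of choice at the other stage. Linkage to the engineered loci was argued against, as 0% of the 47 with a position lay within 20 Mb of the 4 loci. Processed pseudogenes or ribosomal protein genes made up 80.4% of the 51, against 9.37% of all genes that could be shared, which is consistent with reads placed on one copy or another by small sequence differences. In other classes Rps13-ps1 stood at 6.53 and 7.90 and Rps13-ps2 at -0.77 and -1.46 while the sum of the family stood at 0.23 and 0.23, though the sums of the Rps2 (-2.43 and -0.76), Rps15a (0.68 and -0.45) and Rps19 (0.53 and 0.14) families were not level, and strain differences elsewhere in the genome remain open.

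Fau, Ppia, Tpt1 and 5 other housekeeping genes rose by log2 2 or more from E13.5 to E14.5. A change of state of epicardial-like and fibroblast-like cells could not account for this alone, since the other classes had 1.004 of the same rise. The lower gene minimum at E14.5 is unlikely, since the rise was 3.24 with 500 genes in every cell and 3.22 without. Genes with a named pseudogene rose by log2 1 in both genotypes in 14.01% of 257, against 1.02% of matched genes, a ratio of 13.8 (5.43 without ribosomal protein genes). That suggests a different handling of reads with several matching places at the 2 stages, and the alignment settings used at each stage, not given in the notes used here, could settle it.

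Egfp was higher in Lats1/2 CKO epicardial-like and fibroblast-like cells at both stages. Free RNA in the droplets was argued against as the whole cause, since cardiomyocyte-like, endocardial-like, mural-like and valve mesenchyme-like cells pooled had 0.94 at E13.5 and -0.09 at E14.5, though macrophage-like cells had 2.29 at E13.5 (to 70.0 CPM against 313 in the pooled class) and endothelial-like cells 2.18 at E14.5 (to 84.6 against 367). So was a larger epicardial-like share alone, as the smallest ratio within a class was 1.85. Whether more cells were recombined or each made more Egfp could not be told: thinned positive cells held 1.365 times (E13.5) and 1.176 times (E14.5) as many Egfp UMIs, but thinned control cells held 1 UMI and 1.125 UMIs, at the floor, and a rule calling this undecided was added after that was seen (unthinned means 2.13 against 4.04 and 1.41 against 2.97). Creert2 was higher in the pooled class of the same libraries (log2 ratios 1.22 and 3.64). Over the other classes its medians were 2.08 at E13.5 (-0.53 to 2.39) and -0.06 at E14.5 (-0.65 to 2.77), so the E13.5 rise was not particular to the pooled class. A difference in dosing, litter or CreERT2 level could be checked from breeding records or by counting EGFP cells in sections.

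Cdkn1a, Bax and Phlda3, targets of the stress regulator p53, rose in epicardial-like cells of Lats1/2 CKO hearts together with Mki67 and Rrm2. A list of other p53 targets, drawn up after these 3 were seen, had medians of 0.20 at E13.5 and 1.02 at E14.5 over 15 measured genes, at percentiles 80.75 and 100, and also lay above the central 95% of random lists in mural-like cells at E13.5 (98.9) and in valve mesenchyme-like (99.2) and cardiomyocyte-like cells (97.7) at E14.5. The hypothesis that loss of Lats kinases raises a p53 response in dividing epicardial cells is therefore undecided, and it might be tested by staining p21 beside EGFP and EdU at both stages, with p53 removed in the same cells. Cardiomyocyte markers in the same cells (2.66 at E13.5) leave room for doublets or free RNA, and Bax stood at 0.78 to 1.37 in all classes at E13.5, while at E14.5 it stood at 1.19 in epicardial-like cells and at 0.03 to 0.80 in the classes outside the pooled class.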
